A study of Homo sapiens with 4 samples. Its data were reported in "LSD1 activation promotes inducible EMT programs and modulates the tumour microenvironment in breast cancer" (2018).

How the data were processed

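MCF-7 cells, an oestrogen receptor-positive luminal breast cancer line, were transfected with mock siRNA or siRNA against LSD1 (gene symbol KDM1A) at 20 nM for 48 h. They were then left unstimulated or treated for 60 h with the phorbol ester PMA at 1.29 ng/ml and TGF-β1 at 5 ng/ml. Total RNA of the 4 cultures was labelled with biotin and hybridised to Affymetrix HuGene 2.0 ST arrays, with 1 array per group. The labels gave every array its group, so no array was left out. The study's methods give 40 nM siRNA, and the labels were followed here. For the unstimulated cells the labels differ, since the protocol can be read as a further 60 h without treatment and the sample descriptions name 48 h alone.

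The authors normalised the arrays with Affy Power Tools 1.16.1 by robust multi-array averaging (RMA), and the submitters' processing notes name RMA and the hg19 build. The deposited values are therefore log2 levels per probe set after background correction, quantile normalisation between arrays and summary over probes. RMA pulls low levels together, so the log2 differences of dim probe sets understate changes. The study kept probe sets annotated as main, and that annotation was not used here, so all 53617 probe sets in the table entered the counts.

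Gene names came from the platform annotation of the probe sets. It gave 1 symbol to 16098 probe sets and several symbols to 0, and the other 37519 are unnamed here, which does not mean that they lack a gene. The 16098 named probe sets were matched by gene number to a RefSeq gene table of assembly GRCh38.p14, which updated 0 symbols. That assembly differs from hg19, so none of its coordinates were used. The named probe sets stand for 14884 genes. For the 779 genes with several, the probe set with the highest mean over the 4 arrays was taken.

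From the log2 values 4 differences were computed: stimulated minus unstimulated in mock siRNA cells and in LSD1 siRNA cells, and LSD1 siRNA minus mock siRNA in unstimulated and in stimulated cells. The difference between the 2 stimulation effects was the fifth comparison. Following the study, a probe set was called higher or lower when the difference was more than 0.5 on the log2 scale. With 1 array per group the differences have no replicate check, and no p-value was computed. A probe set called higher after stimulation of mock siRNA cells was called induced, and one called lower was called repressed. The share of induced probe sets lower by more than 0.5 with LSD1 siRNA in stimulated cells was given with an exact (Clopper-Pearson) 95% interval, which covers counting error only and treats probe sets as independent. The share of repressed probe sets that were higher was treated likewise.

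Both differences behind these shares use the stimulated mock array, so chance on that array raises the shares. Each share was therefore set beside its mirror image, computed with the mock and LSD1 siRNA arrays exchanged. It was also set beside 1000 simulated data sets without an LSD1 effect, whose Gaussian noise was taken from the siRNA differences in 20 bins of mean level. In 1000 further data sets the sign of every probe set's LSD1 siRNA difference was drawn at random, which keeps the sizes of the differences. This second simulation was added after the data had been examined. The number expected of independent lists, n1 × n2 / N, was given too.

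A total of 33 gene lists with 751 entries was fixed before the data were examined, of which 431 entries had a named probe set. They covered EMT transcription factors, mesenchymal markers, epithelial genes, luminal and basal keratins, TGF-β response, AP-1 and immediate early genes, NF-κB targets, interferon-stimulated genes, interferons, MHC class I presentation, oestrogen receptor targets, cell cycle, p53 targets, ATF4 targets, cholesterol synthesis, glycolysis and hypoxia, matrix proteases, integrins and laminins, stem cell markers, LSD1 complex members, protein kinase C family, neuronal REST targets, histones, metallothioneins, ribosomal proteins, housekeeping genes, respiratory chain, autophagy and lysosome, AHR and NRF2 targets, and markers of fibroblasts, leukocytes and endothelium. For lists with at least 5 named genes, the median difference was ranked among 10000 random lists of the same size matched on deciles of mean level, as a description of these arrays. Most lists lack members, since unnamed probe sets could not be assigned.

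The genes named in the text followed a rule fixed before the data were examined. It took, per difference, the 10 largest rises and 10 largest falls among named protein-coding genes whose higher array exceeded that array's median. It left out small RNAs, pseudogenes and uncharacterised symbols. It added up to 4 members per list with the largest differences, and the genes of the study's own assays. CDH1, ALDH1A1, ABCB5, FAP and PRKCQ among those assays had no named probe set and were not analysed here.

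The alternatives were a threshold of 1, centring of each array on its median, quantile normalisation of the probe sets, a filter on probe sets above the median, named probe sets alone, 1 probe set per gene, the mean over a gene's probe sets and unmatched random lists. The filter kept probe sets above the mean of the array medians, 6.54, on at least 1 array. For the shares, a change by more than 0.5 of the stimulation effect and a comparison with the array's own unstimulated partner were tried. Counts without the unnamed probe sets of the lowest IDs, and median centring for single genes, were added after the data had been examined. The calculations were tested on simulated arrays of 53617 probe sets, made from the measured mean levels, of which 200 were changed by 1 up or down on the log2 scale by stimulation with noise of SD 0.15. The threshold recovered 99.5% of the changed probe sets and was passed by 1.75% of the others. Of the induced ones, 50% had been made to return with LSD1 siRNA and 50.0% were found to. The noise put in was below that estimated for the dimmest 25% of probe sets on every measured array. Those estimates were SDs of 0.23 (unstimulated mock), 0.20 (stimulated mock) and 0.17 (LSD1 siRNA, either state), and may include real effects. The 1.75% is therefore not a false-call rate for dim probe sets on the measured arrays. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used.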

Results

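Gene expression was profiled in MCF-7 cells treated with mock or LSD1 siRNA, each without stimulation and after PMA + TGF-β, a combination of a protein kinase C activator and a cytokine used to induce epithelial-to-mesenchymal transition (EMT). LSD1 is a histone lysine demethylase encoded by KDM1A. Each of the 4 groups was measured on 1 array, so the number of arrays limits the precision and no difference below has a replicate check. Levels are log2 RMA values, and "rose" and "fell" stand for differences of more than 0.5 on that scale. The 4 arrays had medians of 6.50 to 6.56 over all probe sets. Across probe sets, which are not independent replicates, the correlation between arrays ran from 0.976, between unstimulated and stimulated mock cells, to 0.989, between the unstimulated arrays.

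The siRNA target was measured first. KDM1A had a level of 10.66 in unstimulated and 10.25 in stimulated mock siRNA cells, against 8.18 and 7.76 with LSD1 siRNA. It was thus 5.58-fold lower with LSD1 siRNA in unstimulated cells and 5.62-fold lower in stimulated cells. PMA + TGF-β moved KDM1A by less than the threshold, by -0.41 in mock and by -0.42 in LSD1 siRNA cells. The list of LSD1 complex members, with 22 other named genes, also holds KDM1B, the closest relative of LSD1. KDM1B was lower with LSD1 siRNA in both states, by -0.60 and -0.68.

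The first comparison asked which genes PMA + TGF-β changed in mock siRNA cells. The labels leave open whether the unstimulated cells were kept for the further 60 h. If they were not, time since transfection cannot be told apart from PMA + TGF-β in any stimulation effect below. Among single genes the largest rises included 2 matrix metalloproteinases and several interferon-stimulated genes. The largest falls included genes of the cell cycle and AGR3 of the oestrogen receptor list. MMP1 and MMP13, collagenases of the extracellular matrix, rose by 5.40 and 4.77. IFIT1, IFI44 and IFI44L, antiviral effectors, rose by 4.72, 4.35 and 3.80, and CXCL10, a chemokine, by 4.03. The unstimulated levels of MMP1 (4.31), MMP13 (3.75), IFI44 (4.47), IFI44L (5.27) and CXCL10 (5.27) lay below the array's lower quartile of 5.29, so the sizes and ranks of these rises are uncertain. The small GTPase GEM rose by 4.03, the stress cytokine GDF15 by 3.78, the transcription factor EGR1 by 3.67 and the antiviral gene IFIT2 by 3.63. The largest falls were those of PEG10, a retrotransposon-derived imprinted gene, by -3.76, and of AGR3, an oestrogen-responsive gene, by -3.37. TOP2A (-3.12), KIF20A (-2.97), CDK1 (-2.95), CENPI (-2.94) and PLK4 (-2.91), all of which act in DNA replication or mitosis, followed. KIF4B (-3.02) and ARHGAP11B (-2.90) have near-identical relatives, so their probe sets may also report those. CABCOCO1 changed by -2.93.

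Among the lists, 29 of 30 interferon-stimulated genes rose, with a median of 2.06. AP-1 and immediate early genes, the first transcriptional response to growth signals, rose in 19 of 25 cases and fell in 1, with a median of 1.11, including EGR1, DUSP5 (2.39), FOSL1 (1.84) and JUNB. Of 17 NF-κB targets and cytokines, 9 rose and 0 fell, with a median of 0.76, led by the chemokines CCL5 (2.46) and CXCL8 (1.39) and the adhesion molecule ICAM1 (1.60). Matrix proteases rose in 7 of 10 cases, with a median of 0.83, including the stromelysin MMP10 (2.03). Of 20 genes of the TGF-β response 10 rose, LIF (1.52), SMAD3 (1.29) and TGIF1 (1.22) among them, and 2 fell, with a median of 0.44. Cell cycle genes fell in 40 of 41 cases, with a median of -1.96. Oestrogen receptor targets fell in 23 of 30 cases and rose in 0, with a median of -0.97, among them MYBL1 (-2.62), PDZK1 (-2.31) and AGR2 (-2.09). These 7 medians lay outside those of all 10000 random lists.

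p53 targets had a median of 0.53, with 7 of 14 higher, including GDF15, TP53INP1 (2.31) and PMAIP1 (2.10). After centring of the arrays that median was 0.48. ATF4 targets had a median of 0.37, with DDIT3 (2.92), a transcription factor of endoplasmic reticulum stress, and DDIT4 (2.07) among 7 of 16 that were higher and with 3 lower. AHR and NRF2 targets had a median of 0.74 over 5 genes, led by haem oxygenase HMOX1 (2.43). Glycolysis and hypoxia genes stood at 0.39, with VEGFA at 1.46, and autophagy and lysosome genes at 0.25, with CTSL at 1.42. The 4 named genes of MHC class I presentation had a median of 0.69, with B2M at 0.90. The protein kinase C list had 3 named genes, PRKD1 (0.52), PRKD2 and PRKD3, with a median of 0.21. These encode protein kinase D enzymes, and none of the listed protein kinase C isoforms was named, so the median does not describe those isoforms.

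The named EMT transcription factors and mesenchymal markers mostly stayed within the threshold, while 11 of 23 listed mesenchymal markers were named and CDH1 and CDH2 were not analysed here. Some of them lay below the array medians on every array, such as TWIST1 (4.3 to 4.7), ZEB1 (5.6 to 5.8) and CALD1 (5.5 to 5.9). For such dim genes a change may be understated. Others, such as TCF3 (9.4 to 9.7) and TPM1 (8.3 to 8.6), lay above the medians. Of 14 EMT transcription factors 1 passed the threshold, FOXQ1 at 0.51, and SNAI1 differed by 0.39, ZEB1 by -0.04 and the whole list by a median of 0.11. Of 11 mesenchymal markers 0 passed, with a median of 0.10. The probe set of VIM, which encodes vimentin, with the highest level differed by -0.23, whereas another of its 3 probe sets differed by 0.57. Epithelial junction genes had a median of -0.14, with 5 of 24 higher, such as DSC2 (1.61) and CLDN1 (1.43), and 2 lower. Luminal keratins had a median of -0.21, where KRT80 rose by 1.88 and KRT19 changed by -0.75, and basal markers one of 0.14, where EGFR rose by 1.08. For the epithelial and luminal lists the mean, at 0.07 and 0.19, had the opposite sign to the median. Stem cell markers had a median of 0.29 over 11 genes, and CD44 rose by 1.44 and CD24 by 0.56. The study gated breast cancer stem cells as positive for CD44 and negative for CD24. The rise of CD24 RNA thus goes against that profile, and the list's median does not measure a stem cell state. CCL2 rose by 0.76, KLF6 by 1.04, KLF10 by 1.11, JUN by 1.11 and FOS by 0.82. CCL2 lay below the array medians on every array (5.16 to 6.15), so the sizes of its changes here and below are uncertain. Of 2 probe sets of FOS, the dimmer one differed by 0.20.

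The medians of the remaining lists stayed between the thresholds. Cholesterol synthesis had 6 of 16 genes lower and 2 higher, with a median of -0.26 at the 2.68th percentile, and LSD1 complex members had 2 of 23 lower and 1 higher. The further medians were -0.22 for housekeeping genes, -0.11 for LSD1 complex members, -0.07 for ribosomal proteins and for the respiratory chain, -0.01 for neuronal REST targets and 0.00 for metallothioneins, whose mean was -0.18. Markers of other cell types had medians of 0.18 for leukocytes, where the macrophage marker CD68 was at 1.68, 0.03 for fibroblasts and 0.02 for endothelium. Interferons, integrins and laminins, and histones had no named probe set and were not analysed here. Over all probe sets, 4687 were higher and 4272 lower. The balance turned to 3983 higher and 4995 lower when each array was centred on its median, and was 1265 and 1473 among named probe sets and 1179 and 1393 among genes.

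**Figure D1:**
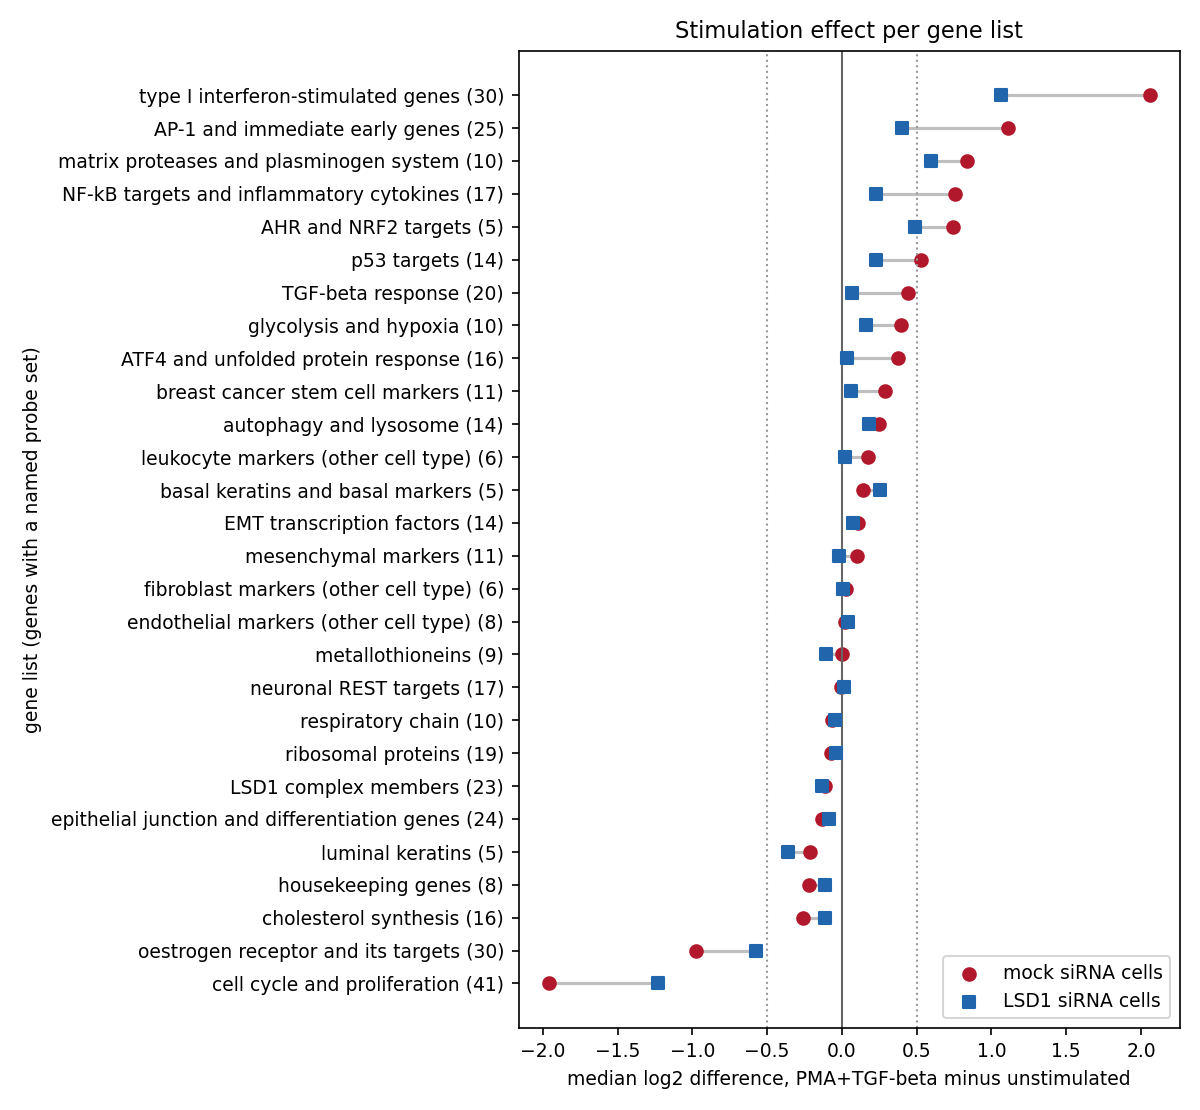
Median log2 difference between PMA + TGF-β and unstimulated cells (horizontal axis) for each gene list with at least 5 named genes, whose number is in parentheses, in mock siRNA cells (red circles) and LSD1 siRNA cells (blue squares). Dotted lines mark differences of 0.5, and interferon-stimulated genes, at 2.06 and 1.06, and cell cycle genes, at -1.96 and -1.23, lie farthest out.

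The second comparison gave the response to PMA + TGF-β in LSD1 siRNA cells, on arrays other than those of the first. Interferon-stimulated genes and cell cycle genes again had the medians farthest from 0. Interferon-stimulated genes rose in 23 of 30 cases, with a median of 1.06, including IFIT1 (3.92), DDX60 (3.28), CXCL10 (2.53), IFIT3 (2.34) and IFIH1 (2.33). Cell cycle genes fell in 40 of 41 cases, with a median of -1.23, among them MKI67 (-1.83) and TYMS (-1.77). NDC80, which is not on that list, changed by -1.83. Oestrogen receptor targets had a median of -0.57, with AGR3 at -2.30 and the progesterone receptor PGR at -1.35. Matrix proteases had a median of 0.60, with MMP1 at 3.70 and MMP13 at 1.52. AP-1 and immediate early genes had a median of 0.40, with 8 of 25 higher, and NF-κB targets one of 0.23, with 2 of 17 higher. TGF-β response genes had a median of 0.07, at the 93.8th percentile of random lists. AHR and NRF2 targets had a median of 0.49, which was 0.55 after quantile normalisation, basal markers one of 0.26 and luminal keratins one of -0.36. GDF15 (2.64), CEACAM6 (2.58) and CEACAM5 (2.48), the latter pair being carcinoembryonic antigen-related adhesion molecules, were also among the largest rises, and PEG10 (-3.26) was the largest fall. CD44 differed by -0.29, KLF10 by -0.04 and JUN by -0.04.

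EMT transcription factors (median 0.08), mesenchymal markers (-0.02) and epithelial genes (-0.09) were again near 0. Fibronectin FN1 was at -0.51, and at -0.44 after quantile normalisation. Over all probe sets, 1912 were higher and 2636 lower. Of the 4687 probe sets induced in mock cells 841 were also higher here, against 167.1 for independent lists of these sizes, and of the 4272 repressed 1268 were also lower, against 210.0. Across the 16098 named probe sets the correlation of the 2 stimulation effects, which share no array, was 0.71, and across all probe sets it was 0.45.

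The third comparison addressed LSD1 siRNA in unstimulated cells. KDM1A itself had the largest fall among the genes ranked here. The lipocalin APOD rose by 2.13, TARP by 1.79, the ephrin receptor EPHA3 by 1.66, CEACAM5 by 1.61, CRISP3 by 1.45, ANKRD22 by 1.43, and CLU, the extracellular chaperone clusterin, by 1.37. MAOB, a monoamine oxidase, rose by 1.37, CAPN13 by 1.36 and TFPI, an inhibitor of coagulation, by 1.34. CABCOCO1 changed by -1.67, the keratin KRT13 by -1.55, the Notch effector HEY2 by -1.41, PDZK1 by -1.29, EGR3 by -1.26 and MGP by -1.16. DCTPP1 (-1.17), TPRG1L (-1.16) and FYTTD1 (-1.03) also fell.

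The list medians stayed within the threshold in unstimulated cells, though some lay at the edge of the random lists. Cell cycle genes had a median of -0.30, below all 10000 random lists, with 0 of 41 past the threshold. Oestrogen receptor targets had one of -0.16 (0.13th percentile) with 4 of 30 lower, and AP-1 and immediate early genes one of -0.16 (0.33rd percentile) with 2 of 25 lower. Interferon-stimulated genes had a median of -0.13, also at the 0.33rd percentile, with DDX60 (-0.97), HERC5 (-0.96) and CXCL10 (-0.87) lower and BST2 (0.83) higher. Mesenchymal markers had a median of 0.14, with FN1 at 0.76, and neuronal REST targets one of 0.02. HMOX1 rose by 1.08 and the pluripotency factor SOX2 by 0.65. Over all probe sets, 2010 were higher and 2313 lower, whereas more were higher than lower among named probe sets (463 and 390), genes (430 and 358) and probe sets above the median (1044 and 932).

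The fourth comparison addressed LSD1 siRNA in stimulated cells, and asked how far LSD1 siRNA opposed the response to PMA + TGF-β. Many of the genes induced in mock cells were lower. IFI44 changed by -2.85, MMP13 by -2.55, TMEM156 by -2.43, CXCL10 by -2.36, COXFA4L3 by -2.29, IFIT3 by -2.06, IFI44L by -2.05 and IFIT2 by -2.01. HEG1 changed by -1.96 but was not induced, at 9.52 in unstimulated and 9.47 in stimulated mock cells. CD44, a surface marker of breast cancer stem cells, changed by -1.86, while the list of such markers had a median of -0.09, with 3 of 11 lower and 1 higher. TARP rose by 2.63, the adhesion molecule NCAM2 by 2.40, PLBD1 by 2.29, CRISP3 by 2.22, CEACAM5 by 1.88, the growth hormone receptor GHR by 1.73, MAB21L3 by 1.72, PCDHB8 by 1.71, FRRS1 by 1.70 and APOD by 1.66.

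Of 30 interferon-stimulated genes 22 were lower and 0 higher, with a median of -1.06. AP-1 and immediate early genes had a median of -0.67, with 16 of 25 lower, among them EGR1 (-1.83), DUSP5 (-1.79), JUNB (-1.29) and FOSL1 (-1.15), and JUN at -0.98. NF-κB targets had a median of -0.63, with CCL5 at -1.51 and CCL20 at -1.01. Medians of -0.55 for ATF4 targets and -0.53 for the TGF-β response, with LIF at -1.19 and KLF10 at -0.95, came to -0.49 and -0.48 after quantile normalisation. p53 targets had a median of -0.45, with PMAIP1 at -1.56. MMP1 (-1.74) and MMP10 (-1.63) were lower among matrix proteases, whose median was -0.19. EGFR (-0.79), CCL2 (-0.67), KLF6 (-0.68), DSC2 (-1.14), CLDN1 (-0.86), KRT80 (-1.40) and CD68 (-1.43) were lower too. SNAI1 differed by -0.41. The probe set of VIM with the highest level differed by 0.36 and another of its 3 by -0.41. Cell cycle genes had a median of 0.54, with 23 of 41 higher and 0 lower, among them TOP2A (1.41), CDK1 (1.29) and NUSAP1 (1.10). Oestrogen receptor targets had a median of 0.19, with AGR2 at 0.91 and the prolactin receptor PRLR at 0.81. Over all probe sets, 2191 were higher and 3963 lower.

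**Figure D2:**
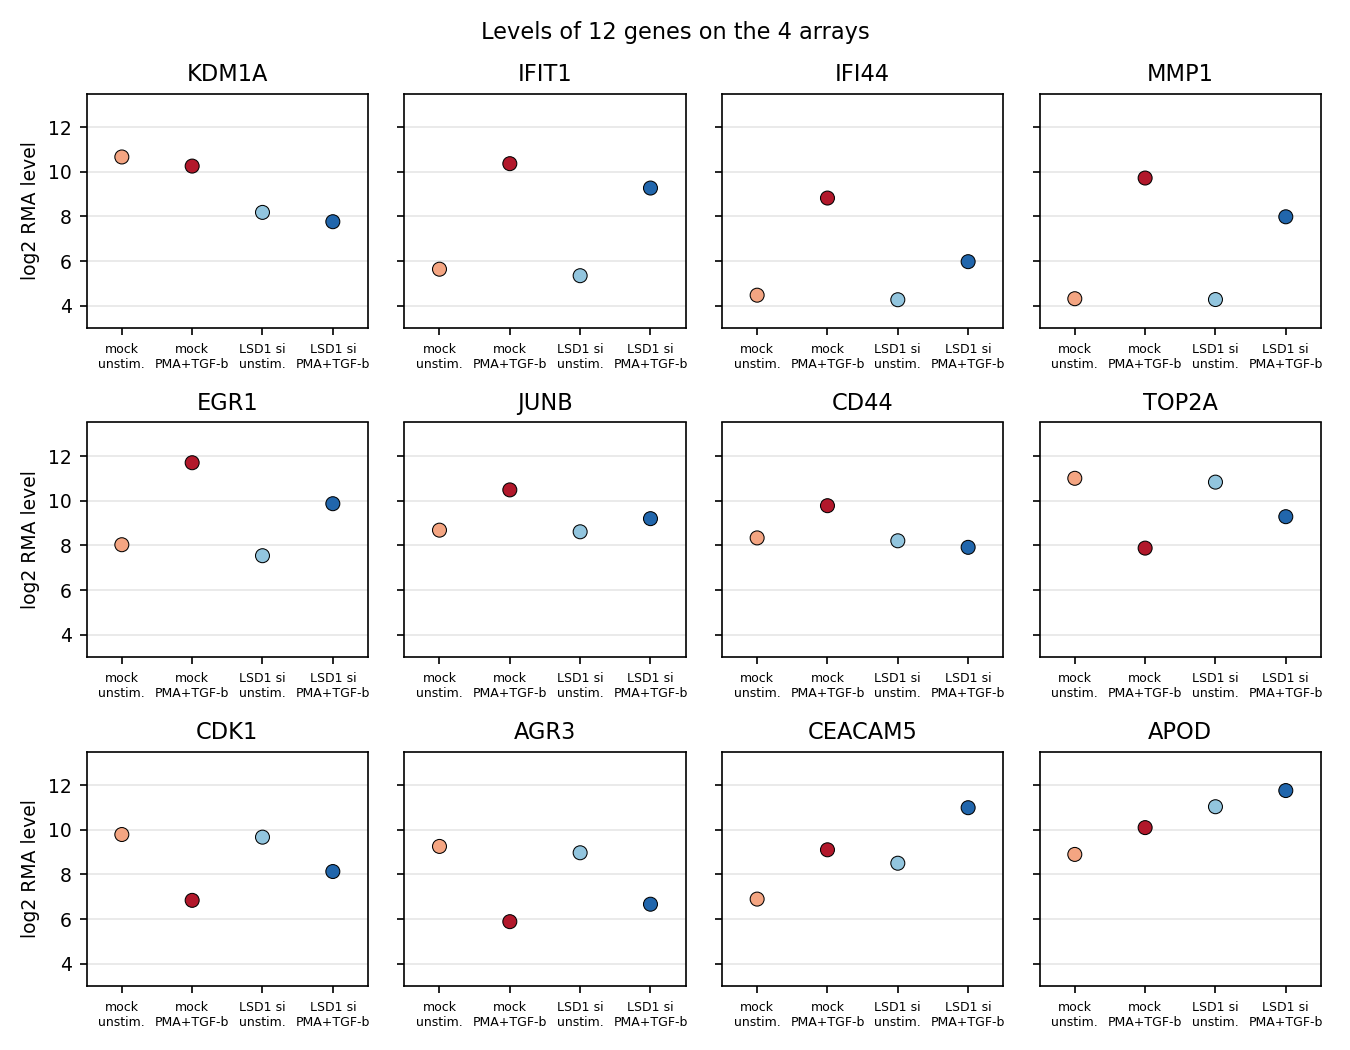
Log2 RMA level (vertical axis) of 12 genes on the 4 arrays, 1 point per array. KDM1A was lower on both LSD1 siRNA arrays, CD44 stood at 9.78 on the stimulated mock array and between 7.91 and 8.33 on the others, and CEACAM5 rose from 6.89 to 10.98 between unstimulated mock and stimulated LSD1 siRNA cells.

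Of the 4687 induced probe sets, 2124 were lower with LSD1 siRNA in stimulated cells, a share of 45.3% (exact 95% interval 43.9 to 46.8), which was 28.5% at a threshold of 1 and 63.0% against the own unstimulated array. With the siRNA arrays exchanged the share was 18.3% (16.6 to 20.1), namely 350 of the 1912 probe sets higher after stimulation of LSD1 siRNA cells. Simulated data without an LSD1 effect gave 8.52% on average, and independent lists would share 346.4 probe sets. When the measured LSD1 siRNA differences kept their sizes and were given random signs, the share averaged 39.3%, with a highest value of 41.6% in 1000 draws. These draws keep the real LSD1 siRNA effects along with the noise, so they do not isolate the stimulated mock array that both differences use. Among named probe sets the share was 41.7%, namely 527 of 1265, against 14.1% with the arrays exchanged. The 63.0% rests on a difference that contains the stimulation effect by which the probe sets were selected. Chance on both mock arrays therefore raises it, and it was not set beside an exchanged share.

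Of the 4272 repressed probe sets, 1008 were higher with LSD1 siRNA in stimulated cells, a share of 23.6% (22.3 to 24.9), which was 13.6% at a threshold of 1 and 47.0% against the own unstimulated array. The share of 23.6% did not exceed the share of 25.9% (24.3 to 27.6) with the arrays exchanged, nor the 27.2% given by random signs. Data simulated without an LSD1 effect gave 8.80%, and independent lists would share 174.6 probe sets. Among named probe sets the share was 23.8%, namely 351 of 1473, against 7.36% with the arrays exchanged. The 3575 unnamed probe sets of the lowest IDs took part in this contrast, with 56.9% in the exchanged share.

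**Figure D3:**
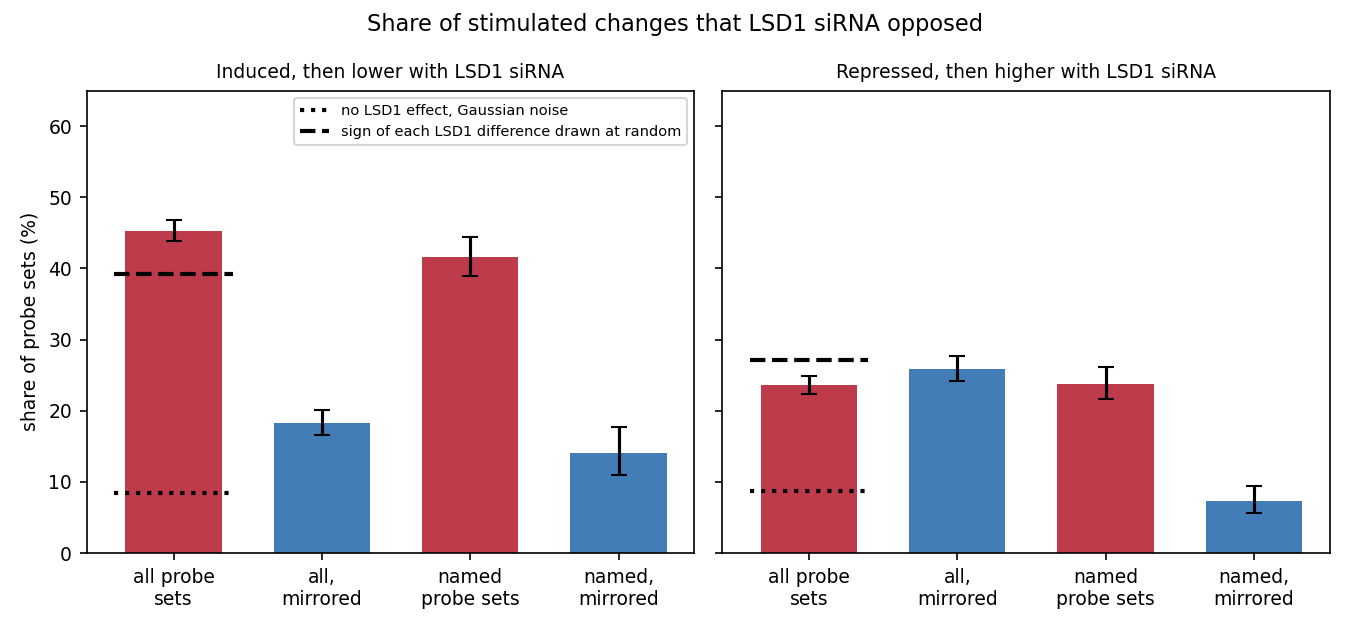
Share of probe sets (vertical axis, %) induced by PMA + TGF-β and then lower with LSD1 siRNA (left) or repressed and then higher (right), with exact 95% intervals, as measured (red) and with the mock and LSD1 siRNA arrays exchanged (mirrored, blue). Black lines give the mean share in simulated data without an LSD1 effect (dotted) and with random signs of the measured LSD1 siRNA differences (dashed), for all probe sets.

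The 2 siRNA differences share no array, so they were compared with each other. Of the 430 genes higher with LSD1 siRNA in unstimulated cells, 144 were also higher in stimulated cells, against 19.3 for independent lists. Of the 358 genes lower, 100 were also lower, against 18.5. Genes named above as changed in both states include APOD, TARP, CRISP3 and CEACAM5, all higher. DCTPP1 was lower in both states, at 10.51 against 11.68 in unstimulated and at 9.59 against 10.91 in stimulated cells. The same held for FYTTD1, at 9.30 against 10.33 and at 8.83 against 10.25.

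The last comparison set the stimulation effect in LSD1 siRNA cells against that in mock cells. The effect was lower with LSD1 siRNA for MMP13, which differed by -3.25, IFI44 by -2.64, GEM by -2.32, COXFA4L3 by -2.29, CEMIP by -2.08, IFI44L by -1.98, the chemokine CCL22 by -1.95, KLHDC7B by -1.93, TMEM156 by -1.89 and DHRS3 by -1.88. The unstimulated levels of MMP13, IFI44, COXFA4L3, IFI44L and TMEM156 lay below the lower quartile with both siRNAs, so the size and rank of their differences are uncertain. CD44 differed by -1.74 and JUNB by -1.21. The effect was larger, or less negative, for KIF4B by 1.74, CABCOCO1 by 1.71, the protease inhibitor A2M by 1.64, NCAM2 by 1.63, TOP2A by 1.58, TICRR by 1.52, ACACB by 1.47, RAD51AP1 by 1.44, and HEY2 and CDK1 by 1.41. Interferon-stimulated genes had a median of -1.01, NF-κB targets one of -0.42, cell cycle genes one of 0.84 and oestrogen receptor targets one of 0.39. AP-1 and immediate early genes had a median of -0.52, which was -0.46 after quantile normalisation. KDM1A itself differed by -0.01. Over all probe sets, 4094 were higher and 5091 lower.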

Values the study reported

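The study counted 3502 probes as upregulated during EMT and found 1459 of them (41.7%) to be reversed by LSD1 siRNA. It counted 3351 probes as downregulated, of which 790 (23.6%) were reversed.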

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

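All comparisons in this part were chosen after the values had been seen, and the differences between states were not tested, since each state has 1 array per siRNA. Among 9433 protein-coding genes above the array median on at least 1 array, 21 had an LSD1 siRNA effect past the threshold in unstimulated cells and past it in the opposite direction in stimulated cells. In 14 of these LSD1 siRNA raised the unstimulated level and lowered the stimulated level. All 14 were induced by PMA + TGF-β in mock cells, which the selection nearly fixes, since it makes the stimulation effect in mock cells exceed that in LSD1 siRNA cells by more than 1. The hyaluronan-degrading CEMIP went from 0.71 to -1.36, the stress factor DDIT3 from 0.52 to -1.06 and the phosphatase DUSP10 from 0.74 to -0.97. MMP13 is among the 14 as well, but its unstimulated levels of 3.75 and 4.45 lay below the lower quartile of the arrays, so its rise there is uncertain. The other 7 went from lower to higher and were repressed in mock cells, for the same reason, among them TICRR (-0.63 and 0.90) and SKA1 (-0.51 and 0.87), which act in DNA replication and in chromosome segregation. Over 14884 genes such pairs were about as frequent as in independent lists, with 24 from higher to lower against 22.2 and 18 from lower to higher against 16.0. Over all probe sets they were more frequent, with 242 against 148.6 and 163 against 94.5.

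A further finding is a stimulation effect in opposite directions in mock and in LSD1 siRNA cells, which was found for 1 of the same 9433 genes, the protocadherin PCDHB8. Over 14884 genes there were 7 from higher to lower and 13 from lower to higher, against 54.8 and 39.3 in independent lists. PCDHB8 changed by -0.79 in mock cells and rose by 0.59 in LSD1 siRNA cells.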

How the results depend on the processing

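The counts without the lowest IDs and the centring of single genes were chosen after the data had been seen. Counts are given as higher and lower. With a threshold of 1 they were 1126 and 999 for PMA + TGF-β in mock cells, 277 and 487 in LSD1 siRNA cells, 242 and 302 for LSD1 siRNA in unstimulated cells, 323 and 706 in stimulated cells, and 645 and 995 for the difference of the stimulation effects. Fewer probe sets entered the next 3 settings, so fewer were counted. Named probe sets gave 1265 and 1473, 447 and 747, 463 and 390, 691 and 815, and 893 and 1027 in the same order. With 1 probe set per gene there were 1179 and 1393, 420 and 692, 430 and 358, 667 and 767, and 833 and 947. Above the median, the counts that moved by more than 1.5 times were 2733 lower, 1070 and 1695, 1044 and 932, 1327 and 2607, and 1600 and 2901. Centring, quantile normalisation and leaving out the lowest IDs kept all 10 counts within 1.5 times, but centring turned the balance for PMA + TGF-β in mock cells from more higher to more lower, at 3983 and 4995. Named probe sets and genes turned it too, and for LSD1 siRNA in unstimulated cells these 2 settings and the filter above the median turned it from more lower to more higher.

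The share of induced probe sets lower with LSD1 siRNA ran from 28.5% at a threshold of 1 to 63.0% against the array's own unstimulated partner. It was 50.5% after centring, 43.0% after quantile normalisation, 41.7% for named probe sets, 41.5% with 1 probe set per gene, 42.9% without the lowest IDs and 56.2% for a loss of more than 0.5 of the effect. The share of repressed probe sets that were higher was 13.6%, 47.0%, 21.2%, 25.5% and 31.6% at a threshold of 1, against the own partner, after centring, after quantile normalisation and for a loss of more than 0.5 of the effect. Against the own partner, the difference contains the stimulation effect that selected the probe sets, so chance on both mock arrays raises those shares. The cause of the other shifts was not tested. The KDM1A differences kept their side under centring and quantile normalisation. Of 150 list medians 1 to 5 changed side of the threshold per setting and 0 changed sign while called, and of 679 gene differences 7 to 27 changed side. Matching the random lists on level mattered for 2 medians, cholesterol synthesis after stimulation of mock cells and LSD1 complex members in LSD1 siRNA cells. No paired analysis was possible because each group has 1 array. Signal limits dim genes most, such as MMP13 and IFI44, whose unstimulated levels of 3.75 and 4.47 lay below the lower quartile of 5.29.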

Other observations

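The tests of the first pattern below were set before their results were seen, except the comparison of larger lists and the random signs, and those of the other patterns afterwards. The genes of this paragraph were picked after their values were seen. With 1 array per group, CEACAM5 and CEACAM6 were higher with each treatment and highest with both. CEACAM6 stood at 6.60 in unstimulated mock cells, 9.32 after PMA + TGF-β, 7.94 with LSD1 siRNA and 10.53 with both. Its stimulation effect was 2.72 in mock and 2.58 in LSD1 siRNA cells, and that of CEACAM5 was 2.21 and 2.48. ANKRD22 (1.22 and 0.87) and CAPN13 (2.19 and 1.67) rose after stimulation with either siRNA as well, and both were higher with LSD1 siRNA in unstimulated and in stimulated cells, by 1.43 and 1.07 and by 1.36 and 0.84. These induced genes were thus higher with LSD1 siRNA, whereas 489 of the 1179 induced genes (41.5%) were lower.

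The first pattern is that induced probe sets were lower with LSD1 siRNA. Noise of the stimulated mock array, shared by both differences, would give a like share with the siRNA arrays exchanged, but the measured share was 2.48 times the exchanged one. It was 3.51 times among probe sets above the median on at least 1 array, which argues against probe sets dim on every array too. A probe set can pass that filter through the stimulated mock array alone, so probe sets dim on the other arrays are not excluded. The share of 45.3% lay above all 1000 draws with random signs by little (mean 39.3%, highest 41.6%), and these draws keep real effects. The exchange assumes equal noise on the mock and LSD1 siRNA arrays. In the dimmest 25% of probe sets the estimated noise SD of the stimulated arrays was 0.20 (mock) and 0.17 (LSD1 siRNA), which would raise the measured share. For the unstimulated arrays it was 0.23 (mock) and 0.17 (LSD1 siRNA), which would lower that share. These estimates treat the 4 arrays as replicates, so an effect particular to 1 group counts as noise of its array. The net direction for the share was not tested. A response weakened evenly in the LSD1 siRNA culture may also give the pattern, and each list would then keep the same fraction of its effect, but among lists with a median above 0.5 in mock cells the fraction ran from 0.30 for NF-κB targets to 0.72 for matrix proteases (lists below that limit, such as the TGF-β response with 0.44 and 0.07, were not compared), a ratio of 2.41 with a bootstrap interval over genes of 0.46 to 7.34. In larger lists, compared after these values had been seen, it was 0.36 (0.26 to 0.53) for AP-1 genes, 0.52 (0.38 to 0.74) for interferon-stimulated genes, 0.59 (0.43 to 0.75) for oestrogen receptor targets and 0.63 (0.53 to 0.70) for cell cycle genes, and that of cell cycle over that of AP-1 genes was 1.72 (1.15 to 2.43), which leaves out 1 but not the bound of 1.5 set beforehand, so even weakening and a selective effect cannot be told apart here.

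The next pattern is that probe sets shifted the same way with LSD1 siRNA in both states. Array noise would give the overlap of independent lists, since the differences share no array, and variable probe sets that enter both lists would raise opposite shifts alike. The overlap was 5.27 times that of independent lists for higher and 3.41 times for lower probe sets, against 1.63 and 1.72 times for opposite shifts, so some of the excess comes without a shared direction. Among probe sets above the median on at least 1 array the smaller ratio was 3.91, so probe sets dim on every array do not account for it. An effect of LSD1 loss is therefore a hypothesis for genes such as APOD, TARP and CRISP3, which an independent siRNA or a rescue with siRNA-resistant LSD1 would test, and effects of the siRNA on other targets stay open.

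The last pattern is the rise of interferon-stimulated genes after PMA + TGF-β. An event in the stimulated mock culture alone is argued against by the LSD1 siRNA cultures, where the list's median was 1.06 and above all 10000 random lists. Time since transfection stays open. The protocol in the labels can be read as 60 h for unstimulated cells too, while their descriptions name 48 h alone, and the list's difference between the unstimulated cultures, -0.13, does not bear on it. Stimulation and a longer time after transfection therefore cannot be told apart in these 4 arrays.

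A group of probe sets was also looked at after the data had been seen. The 3575 unnamed probe sets whose IDs lie below the lowest named ID passed the threshold more often than the rest. Whether they are control probe sets, which the study's restriction to main probe sets would have removed, was not analysed here, so counts over all probe sets and the exchanged share of 25.9% depend on them. In mock cells 19.0% were higher and 13.3% lower after PMA + TGF-β, against 8.01% and 7.59% of the other 50042. With LSD1 siRNA in stimulated cells 28.8% of them were lower, against 5.87% of the others. Without them the share of repressed probe sets that were higher with LSD1 siRNA was 23.7%, and the share with the siRNA arrays exchanged was 16.7%.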
